A study of Homo sapiens with 6 samples. Its data were reported in "Identification of asporin as a HER3 ligand exposes a therapeutic vulnerability in prostate cancer" (2025).

How the data were processed

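RNA sequencing was performed on LNCaP cells, an established line grown from a metastasis of human prostate cancer that depends on androgens, and on an enzalutamide-resistant derivative, called LNCaP-enzaR here. Enzalutamide is a drug that blocks androgen signalling. According to the study's methods, the resistant line was selected from its parent by continuous culture with the drug and then kept on a lower concentration. The labels give 3 flasks of each line, harvested below confluence, and do not say whether the drug was in the medium at harvest. Group and replicate number were read from the sample titles.

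The authors prepared polyadenylated RNA libraries and sequenced them as paired-end reads. They trimmed adapters with Cutadapt, aligned the reads to GRCh38 with STAR and the GENCODE gene annotation, and counted reads per gene with featureCounts. The deposited table holds raw counts per gene, not normalized, for 35554 genes, each with at least 1 count in some library. The strand setting, the treatment of reads that map to several places and whether reads or fragments were counted are not stated. Values of genes with near-identical copies (the UGT2B, AKR1C, HSD3B, metallothionein and GSTT2 families), of overlapping genes and of antisense genes are therefore uncertain. Coordinates are those of the deposited table, counted from 1. Of its genes, 99.8% were found by identifier in GENCODE v44, which is a later annotation of the same build, and 91.4% of those had the same chromosome, start and end there. The later annotation was used for strand, transcript length, GC content and exon overlap only. Among the genes reported with a fold change, more than 6% of the exonic bases lay in exons of another gene for NRG4 (38.2%), UGT2B11 (18.5%) and ERBB2 (6.93%), and among the genes given by counts or CPM alone for LPAL2 (68.7%) and APOBEC3B (12.9%).

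Counts were analysed with edgeR 4.0.16 in R 4.3.3. Genes were kept by filterByExpr, which left 19711 genes holding 99.96% of the counts. Libraries were scaled by TMM, and both lines were compared with the robust quasi-likelihood F-test without covariates. P-values were adjusted by the Benjamini-Hochberg method over the genes tested. A gene was past the threshold at an adjusted p of at most 0.05 and a fold change of at least 1.5 in either direction, which are the limits in the study's methods. Those methods name DESeq2, which was run here (version 1.42.0) as an alternative. Expression is given as CPM, the counts scaled to 1000000 per TMM-scaled library, as mean ± SD. Fold changes are LNCaP-enzaR over parental on the log2 scale, with a standard error (SE) derived from the test. It is the absolute log2 fold change divided by the square root of the quasi-likelihood F statistic. Where 1 line held few counts, this SE can be too small and does not measure the uncertainty of the fold change. Where every library of a group held at most 3 counts, only a lower bound of the fold change is given, computed against 3 counts. In units of CPM, 3 counts corresponded to 0.0302 to 0.0382 across the libraries. Such limits cover counting error only, since reads from amplified libraries are not independent molecules.

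Lists of genes were written by hand before the data were examined. They hold the ErbB receptors, ErbB ligands (with ASPN, the ligand that the study proposes) and 8 lists that were tested as sets: androgen-induced, androgen-repressed, MAPK output, proliferation, neuroendocrine, steroid metabolism, cholesterol synthesis and interferon response genes. Symbols that the table writes differently were matched by gene identifier. Sets were tested with camera (limma 3.58.1) on voom values with an inter-gene correlation of 0.01 and Benjamini-Hochberg adjustment over the 8 lists. An estimated correlation and fry served as alternatives. The published ERBB2 signature that the study used was not used here.

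The genes named in the text were chosen by a rule that was also fixed before the data were examined. It takes the ErbB receptors, a further gene that is not reported here, each ErbB ligand that passed the filter, the 5 genes with the highest and the 5 with the lowest log2 fold change past the threshold, and the 2 members of each tested list with the smallest p-value. Genes chosen for the size of their change needed a symbol, a mean of at least 5 CPM and no overlap between the groups. Other genes are said to be chosen after their values were seen.

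Alternatives were DESeq2, RLE size factors, library totals without TMM, upper-quartile scaling, no filter, at least 10 counts in every library, protein-coding genes only, the replicate number as a block, leaving out each library in turn, and other thresholds for the count of genes. Leaving out the mitochondrial genes was added after the data were seen. Under DESeq2, sets were tested with camera on its Wald statistics. On counts simulated from the means, dispersions and library sizes of these data, the edgeR test was run on 19180 genes, of which 200 had been changed by known folds. It recovered 99% of the changed genes and called 4 unchanged genes. Of 200 simulated lists of unchanged genes, 2 had a camera p under 0.05. The means, dispersions and library sizes hold no correlation between genes, so these lists cannot show how camera behaves on genes that vary together. Nor can 200 changed genes show how scaling behaves in these data, where 42.7% of the tested genes were past the threshold.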

Results

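Gene expression was measured by RNA sequencing in parental LNCaP cells (n = 3) and in LNCaP-enzaR cells (n = 3), which were selected for growth in the presence of enzalutamide, a drug that blocks androgen signalling. The question that the comparison addresses is whether resistance goes together with a change in the ErbB receptors, HER2 (gene ERBB2) above all, and in androgen-regulated genes. Libraries held 77759122 to 98616465 counts, with 86342461 ± 7448511 in parental cells and 92344303 ± 5432578 in LNCaP-enzaR (SD, n = 3 each), a difference within the spread between replicates (two-sided exact permutation test, p = 0.60). With 3 libraries against 3, such a test cannot give a p-value under 0.10.

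Replicates were close to each other relative to the distance between the lines. The Pearson correlation of log2 CPM across the tested genes, which are not independent replicates, was 0.990 to 0.992 between libraries of a line and 0.921 to 0.926 between lines. No pair of libraries was a duplicate, since between libraries of a line the chi-square of the counts was 5.80 to 39.6 per degree of freedom, where sampling noise alone gives 1. By this measure, though not by correlation, LNCaP-enzaR replicate 1 stood apart, at 39.6 and 31.6 against replicates 2 and 3. Between LNCaP-enzaR replicates 2 and 3 it was 7.4. Transcripts of the mitochondrial genome made up 6.87% ± 0.174 of the counts in parental cells and 15.1% ± 0.416 in LNCaP-enzaR (SD, n = 3 each). This difference, present in 3 of 3 libraries, reached the smallest p that the design allows (two-sided exact permutation test, p = 0.10).

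Of 19711 genes tested, 8425 were past the threshold of an adjusted p of 0.05 and a fold change of 1.5 (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted), which is 42.7% of the genes. Expression in LNCaP-enzaR was higher for 4590 and lower for 3835 of them. Protein-coding genes accounted for 6244 of the calls. A change of at least 4-fold was fitted for 2388 genes past the threshold, and in 397 of the calls 1 line held no more than 3 counts in any library. The groups did not overlap for 70.6% of the tested genes, against 10% by chance for 3 libraries against 3. The choice that moved the count most was the minimum fold change, since 13074 genes had an adjusted p of at most 0.05 irrespective of fold.

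**Figure D1:**
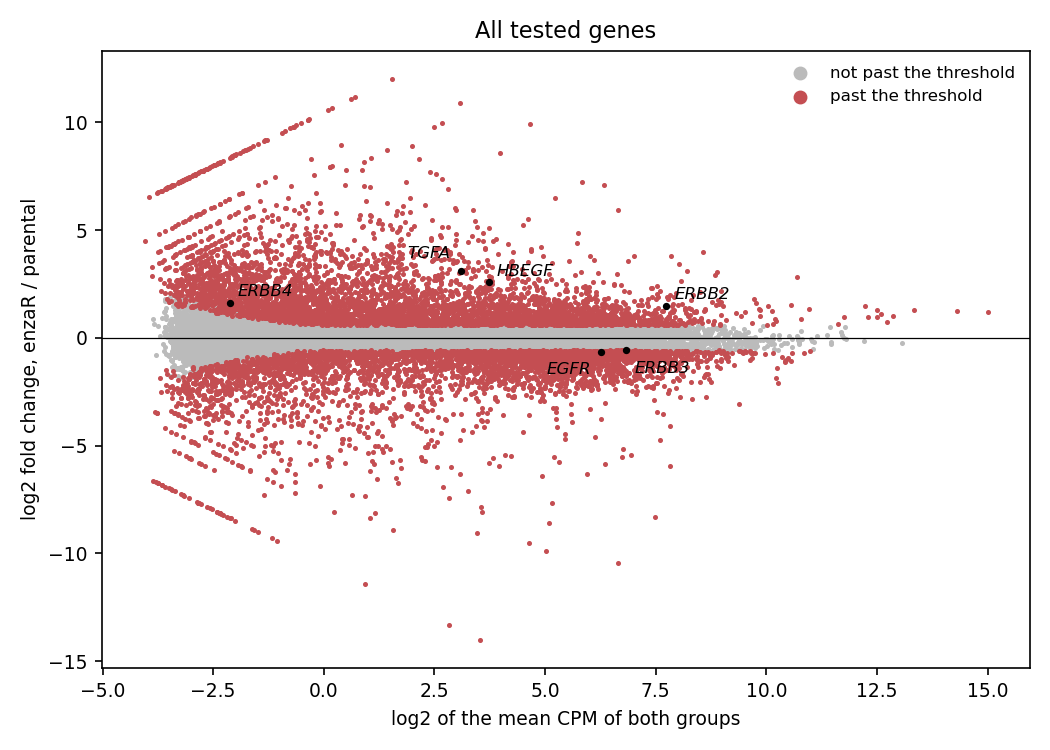
Log2 fold change (LNCaP-enzaR over parental) of the 19711 tested genes against the log2 of their mean CPM, with the 8425 genes past the threshold in red and the ErbB receptors, TGFA and HBEGF marked in black. Genes on the slanted outer lines have few or no counts in 1 line, so that their fitted fold change is not a measured ratio.

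ErbB receptor transcripts changed in different directions. ERBB2 (ENSG00000141736.14, chromosome 17, 39687914 to 39730426, GRCh38) rose from 112 ± 5.58 CPM in parental cells to 315 ± 10.7 CPM in LNCaP-enzaR (SD, n = 3 each), a log2 fold change of 1.49 (SE 0.057, edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 2.06e-11). ERBB3, which encodes HER3 (ENSG00000065361.17, chromosome 12, 56076799 to 56103505), went from 135 ± 4.60 to 91.6 ± 1.98 CPM. Its log2 fold change of −0.56 (SE 0.054, adjusted p = 3.93e-07) exceeded the replicate spread but corresponded to 1.48-fold, short of the 1.5-fold limit. Scaling by library totals alone, or leaving out parental replicate 1, gave −0.60 and −0.59 and put ERBB3 past that limit. With upper-quartile scaling, the alternative that moved ERBB3 most, its log2 fold change was −0.46, further short of the limit. EGFR (ENSG00000146648.20, chromosome 7, 55019017 to 55211628) went from 93.4 ± 1.22 to 60.1 ± 1.97 CPM (log2 fold change −0.64, SE 0.055, adjusted p = 1.36e-07). Upper-quartile scaling, the alternative that moved EGFR most, gave −0.54, which is under the fold limit. ERBB4 (ENSG00000178568.15, chromosome 2, 211375717 to 212538841) was near the limit of detection in both lines, with 6 to 14 counts per parental library and 24 to 42 per LNCaP-enzaR library. Its log2 fold change was 1.63 (SE 0.488, adjusted p = 0.00882), and without LNCaP-enzaR replicate 1 it was 1.32 with an adjusted p of 0.0718, against 0.00609 to 0.0718 over the alternatives. Of the 4 receptors, 3 were past the threshold over all genes tested and 3 adjusted over the list alone.

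Of 12 ErbB ligand genes listed, 7 passed the filter, and 6 of these were higher in LNCaP-enzaR past the threshold, both over all genes and adjusted over the list alone. TGFA (ENSG00000163235.16, chromosome 2, 70447284 to 70554193) rose from 1.79 ± 0.221 to 15.5 ± 0.381 CPM, a log2 fold change of 3.10 (SE 0.106, edgeR adjusted p = 6.96e-12). HBEGF (ENSG00000113070.8, chromosome 5, 140332843 to 140346603) rose from 3.74 ± 0.137 to 22.7 ± 1.79 CPM, a log2 fold change of 2.60 (SE 0.091, adjusted p = 7.94e-12). EGF went from 2.07 ± 0.398 to 4.40 ± 0.385 CPM (log2 fold change 1.09), and NRG3 from 0.307 ± 0.046 to 2.03 ± 0.061 CPM (2.71). AREG and BTC stayed below 1 CPM on average in both lines, at log2 fold changes of 3.44 (4.11 without parental replicate 3) and 3.01 (3.71 without parental replicate 1). NRG4, whose exons overlap those of another gene, did not differ beyond the replicate spread (log2 fold change −0.58, SE 0.416, adjusted p = 0.233). Without LNCaP-enzaR replicate 3, its log2 fold change was −1.20 with an adjusted p of 0.0242, against 0.0242 to 0.588 over the alternatives. ASPN reached at most 5 counts in any library, NRG1 and EPGN at most 7, EREG at most 3 and NRG2 at most 13, and these did not pass the filter.

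**Figure D2:**
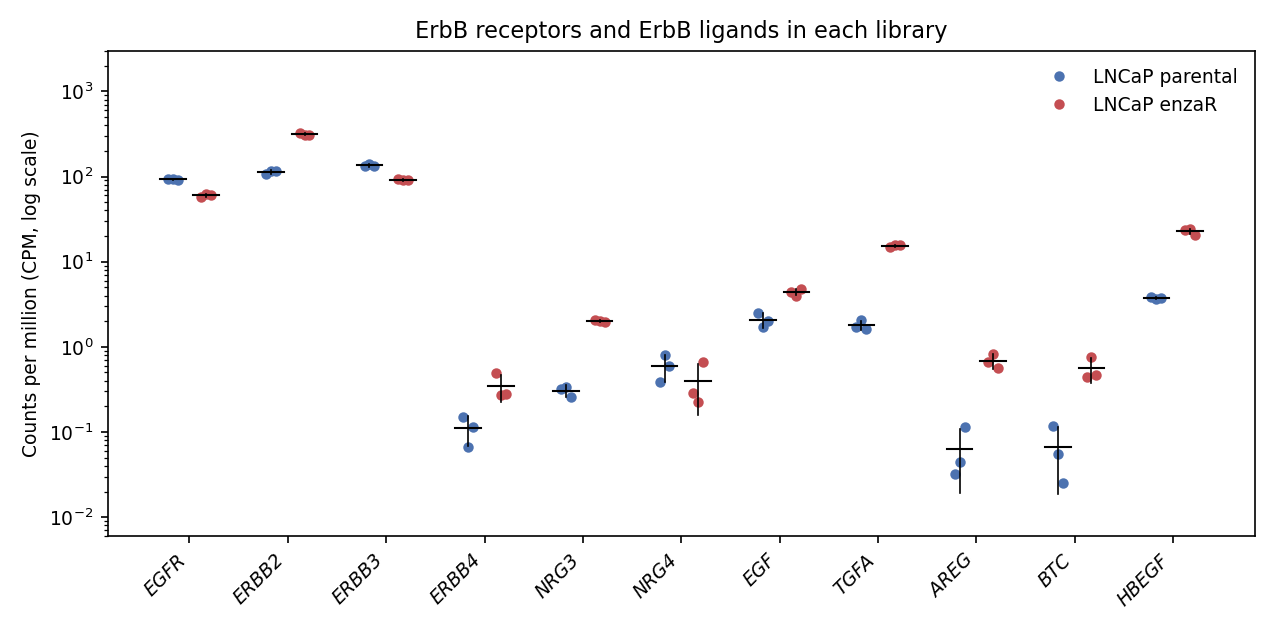
CPM (log scale) of the ErbB receptors and the tested ErbB ligands in each library, with parental LNCaP in blue, LNCaP-enzaR in red, and a black cross for mean and SD (n = 3). ERBB2, TGFA and HBEGF are higher and EGFR and ERBB3 lower in each LNCaP-enzaR library than in any parental library, while NRG4 overlaps between the lines.

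Among the 8 gene lists, 3 differed from the remaining genes by camera, all of them lower in LNCaP-enzaR. The 30 proliferation genes had a median log2 fold change of −1.85, with 30 lower and 29 of them past the threshold (camera adjusted p = 4.92e-19). MKI67 went from 210 ± 9.72 to 38.2 ± 2.15 CPM and BIRC5 from 191 ± 2.13 to 48.4 ± 1.28 CPM (SD, n = 3 each), log2 fold changes of −2.45 and −1.98. The androgen-induced list had a median of −1.34 over 29 tested genes (camera adjusted p = 5.60e-07), with 21 genes lower and 4 higher past the threshold. SLC45A3 decreased from 372 ± 18.5 to 14.0 ± 0.523 CPM and KCNN2 from 91.8 ± 1.42 to 6.15 ± 0.284 CPM, log2 fold changes of −4.73 and −3.90. KLK3, which encodes prostate-specific antigen and was chosen after its values were seen, decreased from 1190 ± 42.1 to 141 ± 9.26 CPM (log2 fold change −3.08). The cholesterol synthesis list had a median of −0.63 over 20 genes (camera adjusted p = 2.76e-06), with 10 lower past the threshold. STARD4 (log2 fold change −2.74) and INSIG1 (−1.31) had its smallest p-values. With upper-quartile scaling 18 of its 20 genes were lower, against 20 otherwise. The proliferation and androgen-induced calls held under an estimated correlation (adjusted p = 0.0434 for each) and under fry (adjusted p = 4.07e-07 for each), whereas the cholesterol call held under fry (8.84e-05) and not under an estimated correlation (0.175).

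The other 5 lists did not differ from the remaining genes by camera, and their members went both ways. Medians were 0.52 for androgen-repressed genes (camera adjusted p = 0.570), 0.76 for MAPK output genes (0.128), 1.40 for neuroendocrine genes (0.257), 0.72 for steroid metabolism genes (0.106) and 0.76 for interferon response genes (0.418). By fry, androgen-repressed, MAPK output and steroid metabolism genes were past an adjusted p of 0.05. Steroid metabolism genes were also past it by camera without a filter and with at least 10 counts in every library. Among members with a mean of at least 5 CPM, the medians of the neuroendocrine and interferon lists were −0.67 and −0.29, opposite in sign to those of the whole lists. The former is the midpoint of only 2 genes, ENO2 and SYT4, which changed in opposite directions, and the latter rests on 10 genes. Of the androgen-repressed genes, DDC rose from 17.6 ± 0.298 to 240 ± 9.99 CPM (log2 fold change 3.77) while UGT2B11 decreased from 27.7 ± 2.02 to 0.587 ± 0.058 CPM (−5.56), the latter with near-identical copies and overlapping exons. The 4 lower androgen-repressed members were all UGT2B genes with near-identical copies: UGT2B11, UGT2B28 (−5.54), UGT2B15 (−2.48) and UGT2B17 (−1.91). The 6 others were higher, and the list was not tested without the UGT2B genes. Among MAPK output genes, EGR1 was higher (log2 fold change 5.14) and SPRY1 lower (−2.62). Of the neuroendocrine genes, 6 of 16 passed the filter. ENO2 was higher (1.41), and SYT4 was lower (−2.76) at 693 ± 41.5 CPM in parental cells. AKR1C1 rose from 0.263 ± 0.139 to 15.5 ± 1.46 CPM (5.91) and HSD3B1 from 0.274 ± 0.083 to 5.24 ± 0.484 CPM (4.23). Both belong to families whose copies share reads. HERC6 (−2.80) and OAS3 (−2.16), both lower, had the smallest p-values of the interferon list. In each of the 8 lists, as many genes passed adjusted over the list alone as over all genes tested. No list median changed when genes with a line at or under 3 counts were set to their bound.

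**Figure D3:**
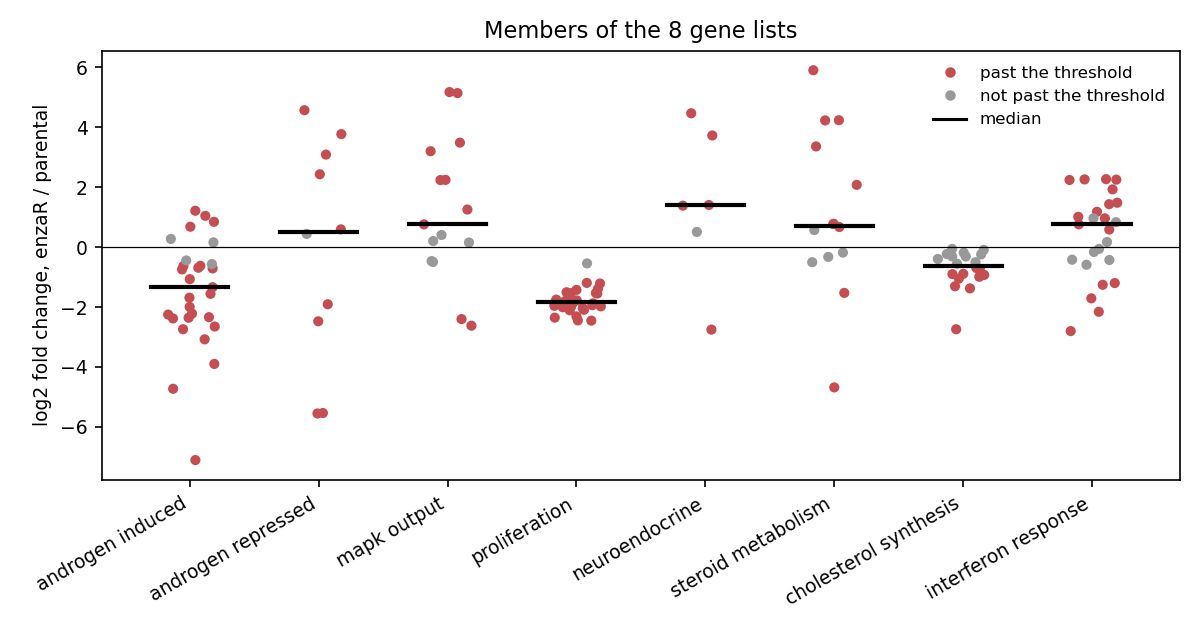
Log2 fold change (LNCaP-enzaR over parental) of each tested member of the 8 gene lists, with genes past the threshold in red, other genes in grey and the median as a black line. The 30 proliferation genes and the 20 cholesterol synthesis genes lie below 0, and the members of the other lists lie on both sides.

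The largest decreases under the naming rule were those of SLC22A3, ADAM7, TMEFF2, MT1G and RIPOR2. SLC22A3 (ENSG00000146477.6, chromosome 6, 160348378 to 160452577) went from 200 ± 10.9 to 0.144 ± 0.035 CPM (SD, n = 3 each), with 11 to 16 counts left per LNCaP-enzaR library, a log2 fold change of −10.44 (SE 0.116, edgeR adjusted p = 2.80e-16). The log2 fold changes of ADAM7, TMEFF2, MT1G and RIPOR2 were −9.92, −9.53, −9.04 and −8.60, from parental levels of 64.8 ± 2.23, 49.7 ± 1.96, 21.96 ± 0.784 and 68.4 ± 0.107 CPM. TMEFF2, with 1 to 12 counts per LNCaP-enzaR library, reached −10.43 without LNCaP-enzaR replicate 3. MT1G has close relatives among the metallothionein genes. The largest increases were those of FHL1, A1CF, TIMP3, CTNND2 and TMPRSS6. TIMP3 (ENSG00000100234.12, chromosome 22, 32801705 to 32863041) went from 0.049 ± 0.023 to 50.2 ± 3.11 CPM (log2 fold change 9.94, SE 0.155, edgeR adjusted p = 3.72e-15). With 3 to 7 counts per parental library, its log2 fold change ranged from 9.71 to 10.41 when 1 library was left out, wider than that SE implies. TMPRSS6 went from 0.078 ± 0.065 to 31.3 ± 4.63 CPM (8.59, and 9.53 without parental replicate 2). FHL1, A1CF and CTNND2 held at most 3 counts in each parental library, so that only bounds can be given: they were at least 444-fold, 333-fold and 292-fold higher in LNCaP-enzaR. ETV1 (ENSG00000006468.14, chromosome 7, 13891229 to 13991425), chosen after its values were seen, decreased from 356 ± 14.8 to 1.13 ± 0.050 CPM (log2 fold change −8.29).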

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

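Between DESeq2, the other scalings, filters and gene sets, the replicate block and the fits that each left out 1 library, the number of genes past the threshold stayed within 1.5 times the reported 8425. DESeq2 gave 8321 genes, of which 8279 were shared and had the same direction. Requiring no minimum fold gave 13074 genes, of which 6467 were lower, and requiring a fold of at least 2 gave 5561, of which 2326 were lower. Upper-quartile scaling moved the fold changes of all genes by a median of 0.10 on the log2 scale and the share of higher calls from 54.5% to 60.9%.

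ERBB2 (1.44 to 1.59) kept direction and side of the threshold under every alternative run. Leaving out LNCaP-enzaR replicate 1 gave 1.47 and moved its edgeR adjusted p from 2.06e-11 to 5.62e-22, so the size of p-values depends on that library. ERBB3 passed the fold limit with library totals (−0.60) and fell further short of it with upper-quartile scaling (−0.46). Across the 6 fits that each left out 1 library, ERBB3 ranged from −0.59 to −0.54. EGFR fell short of the fold limit with upper-quartile scaling (−0.54). ERBB3 and EGFR lie close to 1.5-fold, and these scalings shift all genes. ERBB4 ranged from 1.32 to 1.93 across the fits that left out 1 library, with the lowest value without LNCaP-enzaR replicate 1. It rests on at most 42 counts per library, which limits any statement on it. Of 37 other named genes, 36 kept direction and side in each alternative that tested them, and NRG4 passed the threshold in 1 fit. Sizes were less stable near the floor: leaving out 1 library moved TMEFF2 to −10.43, TMPRSS6 to 9.53, AREG to 4.11 and BTC to 3.71.

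Among the lists, the cholesterol synthesis genes (−0.63) were not past the threshold under an estimated correlation. The androgen-repressed (0.52), MAPK output (0.76) and steroid metabolism (0.72) genes were past it under fry, which asks whether the list changes at all and not whether it differs from other genes. The MAPK output median fell to 0.33 with at least 10 counts in every library (adjusted p = 0.434, against 0.0345 to 0.434 over the alternatives) and to 0.48 among members with a mean of at least 5 CPM. Steroid metabolism genes were also past it without a filter (0.78) and with at least 10 counts in every library (0.74), and the cause was not tested. The neuroendocrine (−0.67) and interferon (−0.29) medians reversed among members with a mean of at least 5 CPM, where only 2 opposite genes and 10 genes enter, so that the neuroendocrine reversal says nothing about its list. Neither was past the threshold in any alternative.

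Of the chromosome-wide shifts, those of chromosomes 11 and 13 were the least stable, with the same call in 12 and 9 of 16 alternatives, while chromosome M kept its call in 14 of 15. With an estimated correlation, chromosomes M (1.10), 11 (−0.27) and 13 (−0.28) were no longer past the threshold. Chromosome 11 was also not past it under DESeq2 (−0.26), without a filter (−0.22) and without the mitochondrial genes (−0.26). Chromosome 13 was not past it under DESeq2 (−0.27), library totals (−0.31), no filter (−0.24), no mitochondrial genes (−0.27) and when parental replicate 1 or LNCaP-enzaR replicate 1 was left out, with a range of −0.32 to −0.26 over the fits that each left out 1 library. The cause was not tested.

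The replicate numbers do not pair the libraries: the deviations of same-numbered libraries from their group means correlated at −0.065 to −0.00041 across genes. With the replicate number as a block, 8212 genes were past the threshold, 8174 of them shared, and no call of a receptor, a list or a chromosome given here changed.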

Other observations

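The tests on the share of the most abundant genes, on the SLC22A2 and SLC22A3 segment and on the origin of the cells were chosen after the results were seen, as were the genes named in them. Those on other splits, chromosome 2 and the mitochondrial share were written before their outcome was known, though after those patterns had been noticed.

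The number of genes past the threshold was reached by 1 of the 10 splits of the 6 libraries into 3 and 3, the real one, a share that cannot be under 0.1 in this design. The other 9 splits gave 0 genes, with 43 to 107 genes at an unadjusted p under 0.05, but each of them mixes the lines, which widens the spread within groups. A few genes taking most of the counts is argued against as the source of the number. The 10 most abundant genes held at most 7.63% of the counts of a parental and 14.9% of those of a LNCaP-enzaR library. With library totals, where their share or that of the mitochondrial genes could shift all other genes by at most 0.14 on the log2 scale, 7234 of 8491 genes were past the fold limit by more than that shift. With 1 culture history per line, the calls compare these particular lines, and drug in the medium at harvest, growth rate and lasting resistance cannot be separated.

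By camera with a preset correlation, chromosomes M (median log2 fold change 1.10, adjusted p = 1.01e-09), 11 (−0.27, 0.0317) and 13 (−0.28, 0.0440) differed from the other genes. Under an estimated correlation the adjusted p was 0.214, 0.570 and 0.645. Chromosome 2 as a whole did not differ (−0.22, adjusted p = 0.325), but it was made of 2 unlike parts. When each of 23 chromosomes was searched for the position that best separates its genes above a log2 CPM of 1, chromosome 2 gave the clearest split, between gene starts at 91617160 and 94195806 (GRCh38). The 337 genes before it, here called the proximal part, had a median of 0.40, with 25.5% of the genes lower. The 453 genes after it, the distal part, had a median of −0.74, with 84.3% lower. None of 1000 permutations of gene order came as far (permutation p = 0.001, the smallest they can give; Benjamini-Hochberg adjusted 0.00460), but this ignores that neighbours are regulated together, and it does not single out chromosome 2: chromosomes 4, 8, 19 and 21 reached the same p, and 16 of the 23 chromosomes had an adjusted p of at most 0.05. What sets chromosome 2 apart is the size of the split, with a standardised rank difference of 16.5 against at most 5.13 on the other chromosomes searched. Removing a trend on GC content, transcript length and expression level left the distal median at −0.65, below the lowest 5% of medians of random gene sets of that size (−0.09), so that such a trend is not the whole cause. Genes were lower in each tertile of expression, with shares of 74.8%, 86.8% and 91.4% against 52.8% in the genome outside chromosomes 2 and M. Fewer copies of the distal part in LNCaP-enzaR are a hypothesis for the distal genes only. They would not account for the proximal part, where only 25.5% of the genes were lower, and the cause of that shift was not tested. Regional silencing stays open, since DNA was not analysed here. ERBB4 lies in the distal and TGFA in the proximal part, and both were higher.

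The higher mitochondrial share was spread over the mitochondrial genome: 13 of 13 protein-coding genes were higher, by 0.97 to 1.48 on the log2 scale, and 36 of 37 tested genes overall. RNA degradation, which would lower long transcripts most, is argued against by a Spearman correlation of log2 fold change with transcript length of 0.030 across 19636 nuclear genes (bootstrap interval 0.016 to 0.044; genes are not independent replicates). The length was the median over the annotated transcripts of a gene, not that of the transcripts expressed, which limits this argument. The Spearman correlation of log2 fold change with GC content was larger, at 0.175, and its cause was not tested. More mitochondria per cell with matching nuclear-encoded subunits is argued against by the median of the 76 nuclear-encoded respiratory chain genes, which was −0.078 with 24 genes higher (camera p = 0.0564, estimated correlation p = 0.658, fry p = 0.0949). A change in mitochondrial transcription, RNA stability or genome copies without that partner response was not tested, and neither was a difference in RNA isolation between the lines.

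The 4 tested genes from SLC22A2 to SLC22A3 (chromosome 6, 160171061 to 160452577), 2 of which lie within the spans of SLC22A2 and SLC22A3 themselves, kept 0.0633% of their parental CPM in LNCaP-enzaR. Outside the segment, LPAL2 kept 1.83%, IGF2R 43.6% and MAP3K4 41.6%. A candidate explanation is loss of the whole segment. It cannot be told apart from silencing, since the segment was drawn around the genes that fell, and SLC22A3 still had 11 to 16 counts in each LNCaP-enzaR library, which could also be reads carried over between libraries.

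With ETV1 and other genes nearly lost, a different origin of the resistant libraries was examined with 10 genes that are commonly deleted in the germline, 8 of which had counts. None (0) was off in 1 line (at most 3 counts in each library) and on in the other (at least 1 CPM in each library), and UGT2B17, APOBEC3B and PSPHP1 were on in both. The study states that its lines were authenticated. Because different cells can share such genes, the explanation that the resistant libraries come from another person's cells cannot be told apart from selection within the line by these counts, where GSTT2B fell from 4.88 to 0.132 CPM and UGT2B28 from 9.05 to 0.190 CPM. Both were nearly lost but, with 4 to 20 and 7 to 28 counts per LNCaP-enzaR library, stayed above the limit for being off.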
